A study of Mus musculus with 4 samples. Its data were reported in "CXCR2 expression during melanoma tumorigenesis controls transcriptional programs that facilitate tumor growth" (2023).

How the data were processed

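B16F0 is a mouse melanoma cell line. The cells had been treated with SX-682, a small-molecule antagonist of the chemokine receptors CXCR1 and CXCR2, at 5 µM, or with the vehicle DMSO. Per the labels the treatment lasted 24 h, although another label describes it as overnight. The title and description of the SX-682 TFCP2L1 sample write the cell name differently from the others. It was taken as B16F0, which its source and cell line labels give. Per the labels, chromatin was crosslinked with 1% formaldehyde for 10 min and sheared to fragments of mostly 200 to 700 bp. Each immunoprecipitation used 6 µg of either an antibody against the transcription factor TFCP2L1 or normal rabbit IgG. This gave 4 libraries in 4 groups, with 1 library per group. The 2 TFCP2L1 libraries each had a peak list. The 2 IgG libraries entered as the control of the list of the same treatment and had no list of their own that was analysed here.

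Per the file headers, the authors called peaks separately for each TFCP2L1 library with MACS2 2.2.7.1 against the IgG library of the same treatment, at a q-value cutoff of 0.01. Reads aligned with bowtie2, with duplicates and mitochondrial reads removed, were treated as single-end tags and extended to 146 bp without a fragment model. The larger library of each pair was scaled down to the smaller. The deposited signal of each peak is the fragment coverage (pileup) at its summit after this scaling. The deposited fold enrichment is the ratio of that pileup to the local IgG background, with a pseudocount of 1 on both sides. The deposited −log10 p-value comes from a Poisson test of the pileup against that background, and the deposited −log10 q-value is its adjusted form. The effective genome size was MACS2's preset for human, although the cells were murine. It sets the lowest background the caller can use, which was 1.60 fragments in the DMSO list and 1.10 in the SX-682 list. With the mouse preset these floors would have been 2.31 and 1.58 fragments.

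The number of fragments at each summit was recovered by dividing the deposited pileup by the scaling factor of the list (0.907 for DMSO and 0.700 for SX-682). It came out within 0.00551 of a whole number for every peak of the DMSO list and within 0.00318 for every peak of the SX-682 list. The local background was recovered from the pileup and the fold enrichment. A Poisson test on these recovered values gave −log10 p within 0.00303 of the deposited value for every peak of the DMSO list and within 0.00143 for every peak of the SX-682 list. Fragments were also divided by the filtered tags of their own TFCP2L1 library (depth-normalised fragments), so that the libraries could be set side by side without the scaling. Fold enrichment is the authors' own value for each peak, computed against a different IgG library in each list, and it served mainly to rank peaks within a list.

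The file headers name no genome build. Gene positions came from the RefSeq gene table of GRCm38 (patch 6). The deposited coordinates were checked against it by shifting each list by a random distance of 50000 to 2000000 bp, 1000 times. As deposited, 67 DMSO peaks lay within 1000 bp of a gene boundary, against a median of 14 and a maximum of 28 after shifting. For the SX-682 list the count was 164, against a median of 42 and a maximum of 64. The coordinates were therefore read as GRCm38. The table gives no strand and no exons, so a gene boundary is the start or the end of an annotated gene, and the planned share of peaks at promoters became the share within 1000 bp of a gene boundary. No genome sequence was used here, so the planned shares of peaks with a TFCP2L1-type motif and of peaks in repeats were not computed.

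Peaks were called shared when they overlapped by at least 1 bp. Overlaps and gene-boundary shares were set beside 10000 random placements of the peaks on the same chromosomes with the same lengths, drawn between the outermost genes of each chromosome. The share of peaks inside genes used 200 placements. Shares carry 95% Wilson confidence intervals, which cover counting error only. Shares were compared with a two-sided Fisher's exact test and medians with a two-sided permutation test of 100000 resamples. The 6 such tests were treated as a family and Benjamini-Hochberg adjusted values are given beside the raw p-values. With 1 library per group there was no replicate, so every test compares the libraries or the peaks within them, not the treatments. Tests between the lists also treat peaks as independent although most DMSO peaks are shared.

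The samples in each group, 25 genes named by the study and most alternatives were chosen before the data were examined. So were the tests between the lists of boundary share (in its promoter form) and of median fold enrichment. The other tests of the family were not in that plan. They are the share at the background floor and the contrasts of shared with unshared peaks. The rule for the peaks and genes named in the text was set beforehand. It takes the 5 strongest peaks of each list by fold enrichment, the 5 strongest shared peaks, every one of the 25 genes with a peak, and up to 10 genes per list with a peak within 1000 bp of a gene boundary. Alternatives covered stricter peak thresholds, merging of peaks within 1000 bp, other definitions of a shared peak, other boundary windows, protein-coding genes only, lists of equal length and other measures of strength. Rescoring with the mouse preset, a common p cutoff, depth-normalised fragments and pileup over background without a pseudocount were added after the data had been seen.

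The procedures were tested on simulated data. All planted overlaps (60 among 140 peaks) were recovered, with 0 false ones, and so were 100% of planted boundary hits. The permutation test called 5.2% of 1000 simulated pairs of lists without a difference at 0.05. Calculations used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.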

Results

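Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where TFCP2L1 lay on chromatin in B16F0 mouse melanoma cells after SX-682 or vehicle. TFCP2L1 is a CP2-family transcription factor. The data comprised 4 libraries, a TFCP2L1 and an IgG library for DMSO and the same pair for SX-682, with 1 library per group. After filtering, the DMSO pair held 32601907 TFCP2L1 tags and 29584533 IgG tags. The SX-682 pair held 28958646 and 20270519 tags. The SX-682 libraries were therefore the shallower ones, at 0.888 of the DMSO depth for TFCP2L1 and 0.685 for IgG. The tag length given for the DMSO library was 130 bp and that for the SX-682 library 147 bp. No replicate exists for any group, and differences between the lists below were not tested as effects of the treatment.

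The first comparison asked how many regions were called in each condition. The DMSO list held 140 peaks and the SX-682 list 443, a ratio of 3.16. The peaks covered 40151 bp in DMSO and 127697 bp in SX-682, a ratio of 3.18. Median length over all peaks was close in the lists, at 258 bp and 263 bp. Every peak in both lists lay on chromosomes 1 to 19, and the counts hold for these chromosomes, since completeness of the lists for X and Y is not known. The alternative that moved this ratio most kept peaks above the joint median fold enrichment and gave 3.98.

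Peaks rested on few fragments. The number of fragments at a summit ranged from 14 to 96 in DMSO (median 24) and from 13 to 121 in SX-682 (median 25). The local IgG background under them was lower still. It stood at the lowest value the caller allows for 35 of 140 DMSO peaks (25.0%, 95% CI 18.6 to 32.8) and for 193 of 443 SX-682 peaks (43.6%, 95% CI 39.0 to 48.2). These shares differed between the lists by Fisher's exact test (p = 9.77e-05, adjusted p = 0.000293). At most 2.00 background fragments, after rounding of the recovered values, lay under 79 DMSO peaks (56.4%) and 377 SX-682 peaks (85.1%). This limit was the same in both lists although their IgG libraries differed in depth. At peaks found in both lists, the SX-682 background was a median of 0.685 of the DMSO one. The SX-682 IgG library likewise held 0.685 of the DMSO IgG tags. The lowest background the caller allows scales with IgG tags, so pairs at this floor in both lists give that ratio by construction. The match therefore does not show how measured backgrounds differed. The lower SX-682 background may still largely reflect IgG depth.

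The authors' fold enrichment over IgG had a median of 7.29 in the DMSO list (quartiles 6.06 and 9.10) and 7.63 in the SX-682 list (quartiles 6.48 and 9.52). The difference of 0.340 was not past the threshold in the permutation test (p = 0.160, adjusted p = 0.160). Without the pseudocount, pileup over background had medians of 10.5 and 12.6, and this difference of 2.09 was past it (permutation p = 2e-05).

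The strongest DMSO peak by fold enrichment lay at chromosome 6:136468400-136469050 (GRCm38), inside the long non-coding RNA gene Gm36897, with a fold enrichment of 25.5 and 96 fragments at its summit. The next strongest lay at 8:31187040-31187472, at a boundary of Fut10 (19.9-fold), and at 1:86487315-86487762, neither inside a gene nor within 1000 bp of a gene boundary (16.1-fold). Cenpu at 8:46551659-46552065 (15.5-fold) and Wwox at 8:114439340-114439732 (15.4-fold) followed. In the SX-682 list the strongest peak again overlapped Gm36897, at 6:136468390-136468942, with a fold enrichment of 32.5 and 121 fragments. It was followed by a peak inside Zfp607b at 7:27688981-27689529 (23.2-fold) and by one at a boundary of Gpr61 at 3:108147731-108148183 (21.5-fold). Next came Fut10 at 8:31187033-31187470 (21.2-fold) and Cyb5r3 at 15:83153888-83154480 (20.8-fold). All 10 of these peaks had a counterpart in the other list.

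The second comparison asked whether the lists named the same places. Of the 140 DMSO peaks, 123 overlapped an SX-682 peak (87.9%, 95% CI 81.4 to 92.3). The same 123 pairs made up 27.8% of the SX-682 list (95% CI 23.8 to 32.1). Random placement of the DMSO peaks gave a median of 0 overlaps and at most 2 in 10000 draws. Summits of shared peaks lay a median of 40 bp apart, and 110 of 123 pairs lay within 100 bp. The share was 76.4% of the DMSO list when 50% reciprocal overlap was required. It stayed at 87.9% when shared peaks were defined by centres within 500 bp, and when peaks were extended by 1000 bp. There were 17 peaks in the DMSO list alone and 320 in the SX-682 list alone.

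Sharing was less complete when ranks were read from the SX-682 side. All 20 of the strongest DMSO peaks and 48 of the strongest 50 were shared. Of the strongest SX-682 peaks, 17 of 20, 39 of 50 and 72 of 140 were shared. The strongest peak in the SX-682 list alone lay at 15:102730148-102730582, at a boundary of Gm36510, with a fold enrichment of 18.6 and 64 fragments. Within the SX-682 list, shared peaks had a median fold enrichment of 9.86 and unshared peaks 7.16. This difference of 2.70 gave the smallest p the permutations allow (p = 1e-05, adjusted p = 6e-05). Within the DMSO list the medians were 7.35 and 6.60, a difference of 0.746 that was not past the threshold (permutation p = 0.149, adjusted p = 0.160).

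At the 123 shared pairs, fragments divided by the tags of their own library were higher in the SX-682 library in 113 (91.9%, 95% CI 85.7 to 95.5). The median log2 ratio of SX-682 to DMSO was 0.51 (bootstrap 95% interval 0.43 to 0.59). The authors' fold enrichment was higher in 90 of 123 pairs. The SX-682 peak was the longer one in 96 pairs and the shorter one in 27. Median lengths in these pairs were 262 bp in DMSO and 352 bp in SX-682. The 5 strongest shared peaks by mean fold enrichment were at Gm36897, Fut10, Zfp607b, the intergenic site on chromosome 1 and Gpr61. Their log2 ratios of depth-normalised fragments were 0.50, 0.32, 0.67, 0.35 and 0.86.

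**Figure D1:**
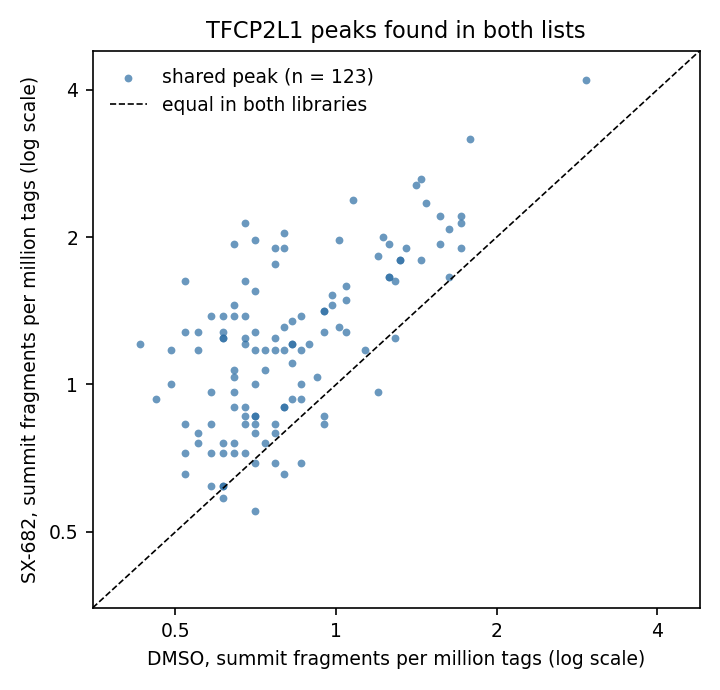
Depth-normalised fragments at the summit of each of the 123 peaks shared by the lists, in the DMSO TFCP2L1 library (horizontal, log scale) and the SX-682 TFCP2L1 library (vertical, log scale). Each point is 1 peak pair, the dashed line marks equal values, and 113 points lie above it.

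The third comparison addressed peaks near genes, since the study looked for promoters bound in each condition. The motif and repeat shares were not computed, so whether the peaks mark specific TFCP2L1 binding was not checked here. In the DMSO list 67 of 140 peaks lay within 1000 bp of a gene boundary (47.9%, 95% CI 39.8 to 56.1). In the SX-682 list 164 of 443 did (37.0%, 95% CI 32.7 to 41.6). Random placements gave medians of 7.14% and 7.22%, with maxima of 17.1% and 12.2%. The SX-682 share differed from the DMSO share by -10.8 percentage points (Fisher's exact p = 0.0290, adjusted p = 0.0435), and among peaks above the joint median fold enrichment by -18.2 points (exact p = 0.0118). Under the 5000 bp window the difference was -8.34 points with an exact p of 0.0878. The test treats the lists as independent although 123 of the 140 DMSO peaks are shared, so it largely repeats the contrast of shared and unshared SX-682 peaks given next. Peaks inside an annotated gene made up 70% of the DMSO list and 64.1% of the SX-682 list, against random medians of 49.3% and 49.4%.

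The lower share in the SX-682 list came from its unshared peaks. Of the shared peaks, 59 of 123 lay at a gene boundary (48.0%, 95% CI 39.3 to 56.7). Of the peaks in the SX-682 list alone, 105 of 320 did (32.8%, 95% CI 27.9 to 38.1). The difference was past the threshold by Fisher's exact test (p = 0.00418, adjusted p = 0.00836).

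**Figure D2:**
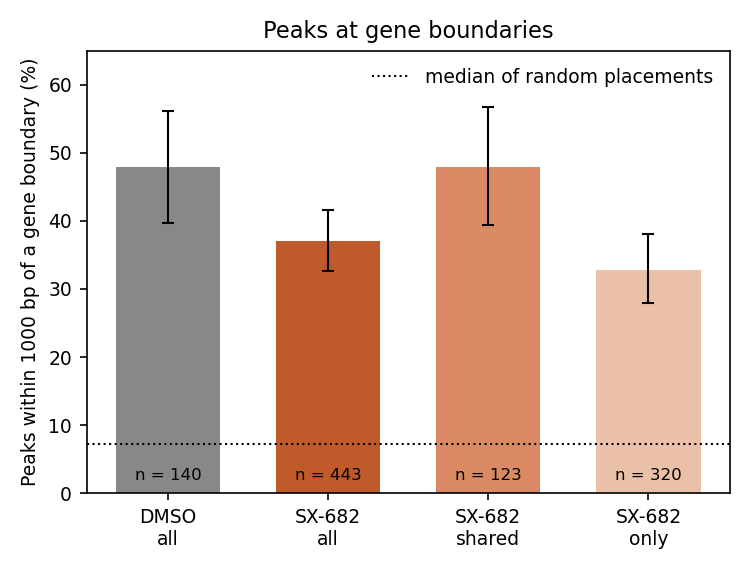
Percentage of peaks within 1000 bp of the start or end of a GRCm38 gene, for all peaks of each list and for the SX-682 peaks split into those shared with DMSO and those in the SX-682 list alone. Bars start at 0, error bars are 95% Wilson intervals, and the dotted line is the mean of the random-placement medians of the lists (7.14% and 7.22%). The SX-682-only bar is the lowest, at 32.8%.

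The genes at the strongest boundary peaks overlapped between the lists. In DMSO these were, beyond Fut10, Cenpu and Wwox, the peak at 11:69123531-69123909 next to Hes7, 9130213A22Rik and the transfer RNA genes n-TRtct4, n-TLtag3 and n-TQctg6 (15.4-fold), then Gpr61 (14.2-fold) and Ints10 (13.7-fold). In SX-682 they were, beyond Gpr61, Fut10 and Cyb5r3, Adamts4 (20.5-fold) and the peak shared by Gm26721 and Adgrl1 (18.8-fold). Gm36510 (18.6-fold), the peak shared by Zfp609 and Trip4 (18.2-fold) and Wwox (17.8-fold) followed. Of these peaks, the one at Gm36510 alone had no counterpart in the other list.

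The last comparison asked whether peaks lay at genes that the study discussed as related to TFCP2L1, stemness, the melanocyte lineage or chemokine signalling. All 25 genes were found in the gene table, among them Tfcp2l1, Klf4, Esrrb, Nanog, Sox2, Myc, Mitf, Sox10 and Cxcr2. None of the 25 had a peak inside it or within 1000 bp of its boundaries in either list. Among 21900 protein-coding genes, 112 had such a peak in the DMSO list (0.511%) and 301 in the SX-682 list (1.37%). Outside this range, the peak nearest to any of the 25 lay by Sox10, 11.6 kb away in DMSO and 10.3 kb in SX-682. The next was 143 kb from Stat3 in both lists. Links between genes and peaks at such distances were not tested. Binding at the 25 genes below the strength needed to be called was not measured here.

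**Figure D3:**
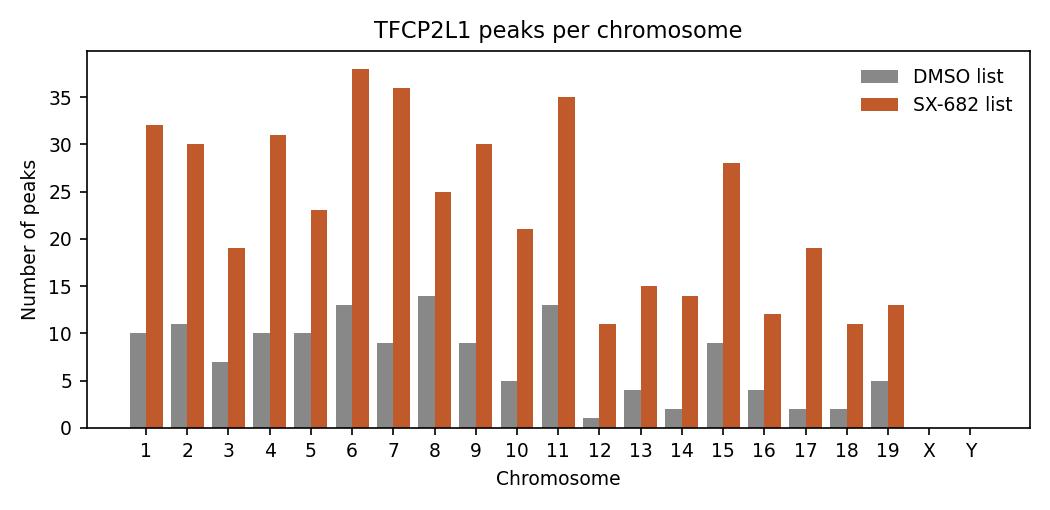
Number of TFCP2L1 peaks on each mouse chromosome in the DMSO list (grey) and the SX-682 list (orange). Autosomes held from 1 to 14 DMSO peaks and from 11 to 38 SX-682 peaks, and chromosomes X and Y held 0 in both lists.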

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

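The lists were compared under 112 alternative values of 13 results. The direction and the side of the threshold, or the size of the value, stayed in 85. The allowance for size was wide for counts, so a fall from 443 to 369 SX-682 peaks and a list ratio of 3.98 both stayed. It was tighter for percentages. Under 50% reciprocal overlap the 107 shared DMSO peaks stayed, but the same change as a percentage (76.4%) moved. Of the 85, 11 come from keeping assembled chromosomes only, which removed no peak, and 4 are DMSO values under settings that leave the DMSO list whole, so they say nothing about stability. Without them 70 of 97 stayed. Of the others, 17 values moved, 5 differences were weaker, 4 stronger and 1 reversed. The ratio of list lengths was between 2.88 and 3.98 under every alternative that was run. Alternatives built on the mouse preset, a common p cutoff, depth-normalised fragments and the absence of a pseudocount were chosen after the data had been seen.

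Keeping peaks above the joint median fold enrichment left 60 DMSO and 239 SX-682 peaks covering 21239 and 79144 bp, with 49 DMSO peaks shared and 190 SX-682 peaks unshared. These counts fell because the filter removes peaks. With the strongest SX-682 peaks, as many as the DMSO list has, 72 DMSO peaks (51.4%) were shared and 68 SX-682 peaks were not. Here too the shorter list removes possible partners. Requiring 50% reciprocal overlap gave 76.4% of the DMSO list. Centres within 500 bp and peaks extended by 1000 bp each left the share at 87.9%.

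The gene-boundary difference of -10.8 points was negative under every alternative that was run. It moved most, to -18.2 points, for peaks above the joint median fold enrichment (Fisher's exact p = 0.0118). It was -9.54 points at −log10 q of at least 5 (Fisher's exact p = 0.0682), -9.75 with the mouse preset and common cutoff (p = 0.0538) and -10.7 with equal list lengths (p = 0.0904). It was -9.59 at 2000 bp (exact p = 0.0522) and -8.34 at 5000 bp (p = 0.0878). The SX-682 share was 31.2% at 500 bp, 44.7% at 2000 bp and 60.9% at 5000 bp, where the DMSO share was 69.3%. With protein-coding genes only the SX-682 share was 29.8%, and the difference was -13.1 points (exact p = 0.00527). Wider windows raise a share by construction. The cause of the lost calls was not tested.

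The difference in median strength depended on the measure and on the peaks compared. It was -4.28 for the scaled pileup, which the authors' scaling sets to a lower depth in the SX-682 list. It was 2.51 over shared peaks only, 3.76 for lists of equal length (fixed upwards by choosing the SX-682 peaks on the value compared), 2.09 without the pseudocount and 0.127 in depth-normalised fragments, each past the threshold. The test over shared peaks compared medians and did not use the pairing of the peaks. For peak length the difference was 5 bp and not past it (permutation p = 0.762). The share of shared pairs higher in SX-682 was 73.2% by fold enrichment and 82.9% by pileup over background. The cause was not tested for these.

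The motif and repeat alternatives were not run, since no genome sequence was used here. No paired analysis of libraries was possible because each group had 1 library. Depth limits what the lists can show, since the weakest called summit held 14 fragments in DMSO and 13 in SX-682, and occupancy below such levels was not measured.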

Other observations

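The tests of sequencing depth, the p cutoff, the genome size, a raise of both backgrounds together, chance on chromosome X and MACS2 scaling were chosen after the results they bear on had been seen. No biological explanation was tested, since each treatment had 1 TFCP2L1 library.

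The SX-682 list was longer although its libraries were shallower, with 0.888 of the DMSO tags. Holding both lists to the stricter p cutoff left 431 SX-682 peaks, and doing so with the mouse genome size left 395, against 137 in DMSO. These values argue against depth, the cutoff or the genome size as the whole cause. A shallow IgG background was tested as set beforehand. Every SX-682 background was raised to at least the highest DMSO one, taken at SX-682 IgG depth (4.11 fragments). Of the SX-682 peaks, 184 passed. That was within 1.5 times the 140 DMSO peaks, the outcome set down for this cause. However, a raise of the SX-682 list alone must shrink the ratio whatever its cause, so this test decided nothing. When the DMSO list was raised to its own highest background (6.00 fragments), 59 of its peaks passed. The resulting ratio of 3.12 was close to the original 3.16. This later test argues against unequal IgG backgrounds as the whole cause.

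A single factor by which all SX-682 signal was stronger was tested by dividing the fragments of every SX-682 peak by the median gain at shared peaks, 1.42-fold. At DMSO depth and the DMSO cutoff, 380 SX-682 peaks still passed, 264 of them in the SX-682 list alone. A factor of this size therefore did not account for the list length. The gain was measured only at peaks that passed in both libraries, which could bias it. To leave as many of the 140 strongest SX-682 peaks under the cutoff as were missing from the DMSO list (68), a gain of 2.73-fold would have been needed. The treatment, and differences in the immunoprecipitation that vary from site to site, both stay open and were not tested.

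Shared peaks held more fragments in the SX-682 library. The median log2 ratio of 0.51 was computed from fragments before scaling, divided by the tags of their own library, so MACS2's scaling did not produce it. A more efficient immunoprecipitation in 1 library and an effect of SX-682 could each give this ratio. The paper reported that SX-682 raised Tfcp2l1 mRNA in B16F0 cells. How much TFCP2L1 protein the cells of these libraries held was not measured here.

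Peaks in the SX-682 list alone lay less often at gene boundaries than shared peaks, and weakness of the unshared peaks was a candidate explanation. Within 4 strength classes of the SX-682 list the difference stayed (permutation p = 0.00264). The boundary share was 36.9% in the weakest class and 39.6% in the strongest, so strength itself carried little of it. The percentage at a boundary was higher for shared peaks in each class, at 60 against 33.3, 52.6 against 39.1, 36.0 against 28.2 and 48.4 against 27.7, from weakest to strongest. The unshared peaks may be a different mixture of sites or of background, which these lists do not separate.

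Neither list as analysed here held a peak on chromosome X, which allows a share of up to 2.14% of the DMSO list and 0.677% of the SX-682 list. By length, 9.79 and 31.0 peaks would fall there. Chance gave a Poisson probability of 3.55e-14 for 0 peaks in the SX-682 list. A single X copy was tested by halving the fragments at every peak, which left 14.3 peaks to fall on X and a probability of 5.97e-07. For the DMSO list alone the probability was 0.0325, and it was 0.101 when X was weighted by its genes, so that list decides less. Weighted by genes, the SX-682 list gave 6.89e-05. Autosomes varied from 9.17 to 28.7 SX-682 peaks per 100 Mb, a spread that the Poisson model leaves out, so these probabilities may be too small. Filtering of X during processing could give the same pattern and was not tested. The lists are ordered by chromosome name, so X would come last, and whether the lists used here are complete at their ends is not known. If peaks at the ends were not included here, the list lengths, their ratio and the shared percentages would hold for chromosomes 1 to 19 only.

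The lack of peaks inside the 25 genes or within 1000 bp of them needs no special cause. In random sets of 25 protein-coding genes matched on length, 89.2% had no peak in the DMSO list and 71.2% had none in the SX-682 list. Lists this short could miss such a set by chance.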
